# Enhanced Expression of Trib3 during the Development of Myelin Breakdown in *dmy* Myelin Mutant Rats

**DOI:** 10.1371/journal.pone.0168250

**Published:** 2016-12-15

**Authors:** Yukako Shimotsuma, Miyuu Tanaka, Takeshi Izawa, Jyoji Yamate, Mitsuru Kuwamura

## Abstract

The demyelination (*dmy*) rat exhibits hind limb ataxia and severe myelin breakdown in the central nervous system. The causative gene of *dmy* rats is the MRS2 magnesium transporter gene. Tribbles homolog 3 (*Trib3*) is a pseudokinase molecule that modifies certain signal pathways, and its expression is increased in response to various stresses. Here we sought to clarify the mechanism of myelin breakdown by focusing *Trib3*, which is remarkably up-regulated in *dmy* rats. The expression of *Trib3* mRNA was significantly increased at 4, 5, 6, 7 and 8 weeks of age in the *dmy* rats, prior to the prominent myelin breakdown between 7 and 10 weeks of age. The expression level of *Trib3* was increased concurrently with the progression of the clinical and pathological conditions in the *dmy* rats. Double immunofluorescence demonstrated that TRIB3 was mainly expressed in neurons and oligodendrocytes and localized in the Golgi apparatus. Our findings indicate that *Trib3* may be associated with the pathogenic mechanism of *dmy* rats.

## Introduction

Myelin mutants are extremely useful as tools for clarifying the complex process of myelination, the maintenance of myelin, and myelin diseases. Many myelin mutants have been established, including the jimpy (*jp*) mouse [1] which has X-linked mutations affecting the proteolipid protein gene; the myelin-deficient (*md*) rat [2]; the shiverer (*shi*) mouse [3]; the Long Evans Shaker (*les*) rat [4], which has a genetic mutation in myelin basic protein and the *taiep* rat [5], which has a microtubule abnormality.

The demyelination (*dmy*) rat is a unique spontaneous myelin mutation that exhibits severe myelin breakdown with a late onset of clinical signs [6]. The causative autosomal recessive mutation has been identified at the MRS2 magnesium transporter (*Mrs2*) gene, which encodes an essential component of the major Mg^2+^ influx system in mitochondria; *Mrs2* gene is expressed mainly in neurons [7]. The *dmy* rat is characterized by severe myelin destruction throughout the white matter of the central nervous system (CNS) during the late stage of myelination, and the distribution progresses rapidly [8]. Hypertrophic oligodendrocytes were frequently observed in the ventral funiculus of the spinal cord of *dmy* rats, and the cytoplasm was intensely stained with mitochondrial markers [9]. These findings indicate that the *Mrs2* gene plays a prominent role in the development and maintenance of myelin. However, the detailed pathogenesis including the relationship between mitochondrial dysfunction and myelin disorder remains uncertain.

Tribbles homolog 3 (*Trib3*) has been reported as a pseudokinase with scaffold-like regulatory functions related to inflammation and certain signaling. *Trib3* expression is increased in response to various stresses, such as nutritional deficiencies [10, 11], endoplasmic reticulum stress [12–15], hypoxia [16] and oxidant stress [17]. *Trib3* has also been reported to be an important regulatory protein involved in signal pathways; for example, the inhibition of mitosis [18], the inhibition of insulin signaling by binding directly to Akt [19], the modulation of mitogen-activated protein kinase activity [20] and more. However, there are few reports describing the function of Trib3 in the CNS [21, 22]. To address the detailed pathomechanism of myelin destruction in *dmy* rats, we performed a microarray analysis using spinal cord samples and observed a remarkably up-regulated expression of *Trib3* gene. The purpose of this study is to shed light on the mechanism of myelin destruction in the *dmy* rat by focusing on the expression of Trib3.

## Materials and Methods

### Animals

The *dmy* rats were supplied by the National BioResource Project—Rat, Kyoto University (Kyoto, Japan). The rats were maintained at the Education and Research Center for Experimental Animal Science at Osaka Prefecture University. We mated heterozygous (*dmy*/+) females with heterozygous (*dmy*/+) males and obtained the affected (*dmy*/*dmy*) and control (+/+ or *dmy*/+) rats. We examined these rats at 4, 5, 6, 7 and 8 weeks of age.

For the comparison of *Trib3* expression in myelin lesions, we also examined two other myelin mutant rats, myelin vacuolation (*mv*) and vacuole formation (VF) rats. The *mv* rat is a spontaneous tremor mutant with a null mutation in the attractin gene; these rats show hypomyelination and vacuole formation in the myelin throughout the CNS from the early stage of myelination [23]. The VF rat shows tremor behavior (especially in the caudal body) from the age of approx. 10 days. The peak of tremor is observed around 4 weeks of age, and then, tremor behavior gradually improves [24]. Hypomyelination and abnormal vacuoles around the axons in VF rats were observed mainly in the white matter of the spinal cord, and the vacuoles were gradually reduced [24]. The VF rat has a mutation in *Dopey1* gene, which is likely to be involved in the traffic of myelin proteins [25]. We mated heterozygous (*mv*/+, *vf*/+) females with heterozygous (*mv*/+) or homozygous (*vf*/*vf*) males and obtained the affected (*mv*/*mv*, *vf*/*vf*) and control (+/+ or *mv*/+, *vf*/+) rats. As soon as the rats were weaned, we carried out genotyping by using the Amp-FTA method as described [26]. In the present study, we examined the affected homozygous and wild type control rats of *mv* and VF mutants at 4 and 6 weeks of age and at 4, 10, 20 weeks of age, respectively.

All of the rats were maintained in a room with controlled temperature and a 12-hr light-dark cycle. Food and water were provided *ad libitum*. This study was carried out in strict accordance with the recommendations in the Guidelines for Animal Experimentation of Osaka Prefecture University. The protocol was approved by the Animal Experimentation Committee of Osaka Prefecture University (Permit nos. 25–68 and 27–54). All rats used in this study were deeply anesthetized with isoflurane and exsanguinated from abdominal aorta, and all efforts were made to minimize suffering.

### Microarray analysis

For the microarray analysis, 6-week-old control and homozygous rats of each mutant were deeply anesthetized and exsanguinated from the abdominal aorta. Total RNA was isolated from the cervical spinal cord with the SV Total RNA isolation system (Promega, Madison, WI, USA). The quality of the RNA was checked with Lab Chips (Agilent technologies, Santa Clara, CA) on an Agilent 2100 Bioanalyzer (Agilent Technologies) and NanoDrop spectrophotometer ND-1000 (nanoDrop Technologies, Wilmington, DE). The RNA was then prepared and hybridized to the rat Genome 230 2.0 Array (Affymetrix, Santa Clara, CA) by Bio Matrix Research, Inc. (Nagareyama, Japan.), following the protocols provided by Affymetrix. The data analysis was done using Gene-Spring GX software [26].

### Real-time RT-PCR

Cervical spinal cords from *dmy* homozygous and control rats at 4, 5, 6, 7 and 8 weeks of age were dissected into the ventral funiculus, dorsal funiculus and gray matter. The *mv* and control rats at 4 and 6 weeks old and VF and control rats at 4, 10 and 20 weeks old were also necropsied, and the cervical spinal cords were dissected into the white and gray matter. Total RNA was isolated with the SV Total RNA isolation system (Promega) according to the manufacturer's instructions. A real-time PCR was performed with SYBR Green Real-time PCR Master Mix (Toyobo, Osaka, Japan) with the following setting: 40 cycles of amplification, 95°C for 5 s, 60°C for 30 s. The data were normalized to β-actin mRNA using the following primer pairs: Trib3 forward 5’-TCATCTTGCGCGACCTCA-3’ and reverse 5’-GTCCAGTCATCACACAG GCATC-3’; β-actin forward 5’-TAAAGACCTCTATGCCAACAC-3’ and reverse 5’-CTCCTGCTTGCTGATCCACAT-3’. The relative expression levels were calculated using the comparative Ct (threshold cycle) method.

### Immunohistochemistry

Lumbar spinal cords from 7-week-old *dmy* and control rats were removed and frozen at −80°C. Ten-μm frozen sections were cut using a cryostat. After drying, the sections were fixed in diethyl ether at 4°C for 10 min. The tissues were then rinsed in phosphate-buffered saline (PBS) and treated with 10% normal goat serum in PBS for 30 min. The sections were then incubated with mouse anti-TRIB3 antibody (clone 1H2) (1:100; Sigma-Aldrich, St. Louis, MO) at 4°C overnight. For the detection of Golgi apparatus, *dmy* and control rats were perfused transcardially with 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer (PB; pH 7.4). Tissue samples from lumbar spinal cords were routinely processed and embedded in paraffin. Four-μm sections were dewaxed, pretreated in a microwave with citrate buffer (pH 6.0, 10 mM) for 20 min, and incubated in 5% skim milk for 30 min. The sections were then incubated overnight at 4°C with anti-Golgi 58K mouse monoclonal antibody (1:1000; Sigma-Aldrich). After incubation with the primary antibody, the sections were treated with 0.3% hydrogen peroxide/0.065% sodium azide in PBS to quench endogenous peroxidase activity. The sections were then treated with a peroxidase-conjugated anti-mouse IgG antibody (Histofine Simplestain MAX PO; Nichirei, Tokyo) for 60 min. Signals were visualized with a 3, 3’-diaminobenzidine (DAB) substrate kit (Nichirei).

For the immunofluorescence analysis, sections were rinsed in PBS containing 0.3% Triton X-100 (Sigma-Aldrich), and then treated with 10% normal goat serum in PBS for 30 min. The sections were then incubated with mouse anti-TRIB3 antibody at 4°C overnight and treated with the Alexa Fluor 488-labeled secondary antibody against mouse IgG (1:1000; Invitrogen, Carlsbad, CA) for 45 min and coverslipped by mounting medium with DAPI (Vector Laboratories, Burlingame, CA). Signals were detected with a confocal imaging system C1Si (Nikon, Tokyo).

For double immunofluorescence, sections were incubated with the combination of the following antibodies: polyclonal rabbit anti-GFAP for astrocytes (1:1000; Dako, Glostrup, Denmark), polyclonal rabbit anti-Olig2 for oligodendrocytes (1:1000; Immuno-Biological Laboratories, Gunma, Japan), monoclonal mouse anti-CD11b for microglia (1:200; AbD Serotec, Oxford, UK), polyclonal rabbit anti-SATB2 for neurons (1:500; Abcam, Cambridge, UK) and polyclonal rabbit anti-GM130 for Golgi apparatus (C-terminal) (1:2000; Sigma-Aldrich) antibodies. The sections were then incubated with secondary antibodies conjugated with Alexa 488 or 568 (Invitrogen) for 45 min, and coverslipped with DAPI mounting medium (Vector Laboratories). Signals were detected with a confocal imaging system (C1Si; Nikon).

### Statistical analysis

The data are presented as means ± standard deviation. The statistical analysis was performed using Tukey-Kramer tests. A *p*–value <0.05 was considered significant.

## Results

### *Trib3* mRNA expression was significantly increased in the *dmy* rats but not in the other myelin mutant rats

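The microarray data were 2 arrays, 1 from a control sample and 1 from a *dmy*/*dmy* sample, both of cervical spinal cord RNA at 6 weeks of age. The paper's text gives the control rats as +/+ or *dmy*/+ and does not name the genotype or the number of rats behind each array. Arrays of the *mv* and VF rats were not analysed here. For the RNA extraction the paper names the SV Total RNA isolation system, whereas the labels of the deposited samples name Trizol. The Rat Genome 230 2.0 Array measures each transcript with a probe set, a group of short oligonucleotides whose brightness is summarised as 1 signal. The authors deposited signal intensities on a linear scale, made with the Affymetrix MAS5 algorithm, and the paper names Gene-Spring GX for its own analysis. Each array held 31099 probe sets, with signals from 0.0598 to 13160 on the control array and from 0.0409 to 13686 on the *dmy*/*dmy* array. No detection calls came with the signals, so the 40th percentile of each array served as a floor, 31.7 on the control array and 36.8 on the *dmy*/*dmy* array. A gene was read from its brightest probe set among those with 1 gene symbol, and 10951 genes were above the floor on at least 1 array and had a ratio. A gene under the floor on 1 array is given as at least N-fold higher or lower, computed against that floor. The 2 arrays were not on a common scale. Their trimmed mean signals were 182 and 218, and the median ratio of all genes was 1.20-fold higher on the *dmy*/*dmy* array (log2 0.26). The 42 bacterial and phage control probe sets had a median log2 ratio of 0.20 (SD over probe sets 0.17). Ratios are given as deposited, and where stated also after this shift of all genes was removed. The ratio of 3' to 5' signal, a measure of RNA integrity, was 1.16 on the control array and 1.14 on the *dmy*/*dmy* array for GAPDH, 2.35 and 2.23 for β-actin, and 3.87 and 2.86 for hexokinase. With 1 array per condition there was no replicate, so no test was made and the spread between rats is unknown. Probe sets of the same gene gave log2 ratios with an SD of 0.24 over 2739 genes, which covers technical error only.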

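*Trib3* signals were higher on the *dmy*/*dmy* array in all 3 of its probe sets, and the signal of *Mrs2*, the gene mutated in the *dmy* rat, was lower. *Mrs2*, which encodes a mitochondrial Mg2+ channel, had a signal of 103.5 on the control array and 62.9 on the *dmy*/*dmy* array in its brighter probe set, which is 1.65-fold lower, or 1.97-fold lower after the shift of all genes was removed. All 500 genes nearest to *Mrs2* in signal had a higher ratio. The other *Mrs2* probe set was under the floor on both arrays, at 25.9 and 3.93. *Trib3* encodes a pseudokinase of the tribbles family that is induced under cell stress. Its brightest probe set had a signal of 6.78 on the control array and 92.5 on the *dmy*/*dmy* array. The second probe set was at 7.68 and 58.9, and the third at 1.04 and 43.4. As all 3 control signals were under the floor, *Trib3* was at least 2.92-fold higher by the brightest probe set, and at least 1.86-fold and 1.37-fold higher by the others. After the shift of all genes was removed, the first of these bounds was 2.44-fold. With the floor at the 20th percentile *Trib3* was at least 9.26-fold higher. With no floor and an offset of 10.3 added to each signal the ratio was 6.01-fold, a size that depends on the offset since the control signal was not above the floor. The names of 2 of the 3 *Trib3* probe sets, the brightest included, mark them as able to bind several transcripts.

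**Figure D1:**
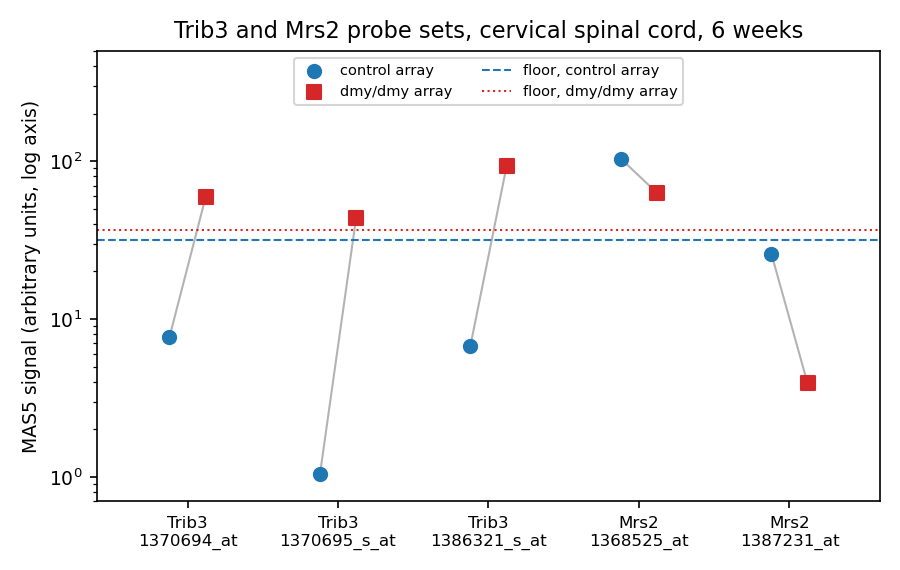
MAS5 signals of the 3 *Trib3* and 2 *Mrs2* probe sets (log axis, arbitrary units) on the control array (circles) and the *dmy*/*dmy* array (squares), with the floor of each array as a horizontal line; each point is 1 array. The *Trib3* signals lie under the floor on the control array, at 1.04 to 7.68, and above it on the *dmy*/*dmy* array, at 43.4 to 92.5.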

The microarray analysis revealed a 6.2-fold higher expression of *Trib3* in the *dmy* rats compared to the control rats (Gene Expression Omnibus, accession no. GSE88855). We next investigated the *Trib3* mRNA expression in more detail by the real-time PCR analysis. The expression of Trib3 mRNA in the *dmy* rat was significantly increased in all areas of the spinal cord (i.e. the ventral funiculus, dorsal funiculus and gray matter) at all time points examined (4, 5, 6, 7 and 8 weeks); the expression in the ventral funiculus was the most prominent (Fig 1). We also observed that the increased expression became conspicuous with age in the ventral funiculus and gray matter. For the comparison of *Trib3* expression in the myelin lesions of the other myelin mutants, we also conducted a real-time PCR analysis in the *mv* and VF rats using samples from the white and gray matter of the spinal cord. The expression level of *Trib3* of the *dmy* rats was approx. 12-hold higher in the white matter compared to that in the controls at 4 and 6 weeks of age, and approx. 8-fold higher in the gray matter at 6 weeks of age (Fig 2). In the white matter of the VF rats at 4 weeks of age, a significant increase in the expression level of *Trib3* was seen; however, it was not as remarkable as that of the *dmy* rats (Fig 2A). No significant differences in the relative expression levels of *Trib3* were detected in the gray matter between the *mv* and VF rats (Fig 2B).

**Fig 1:**
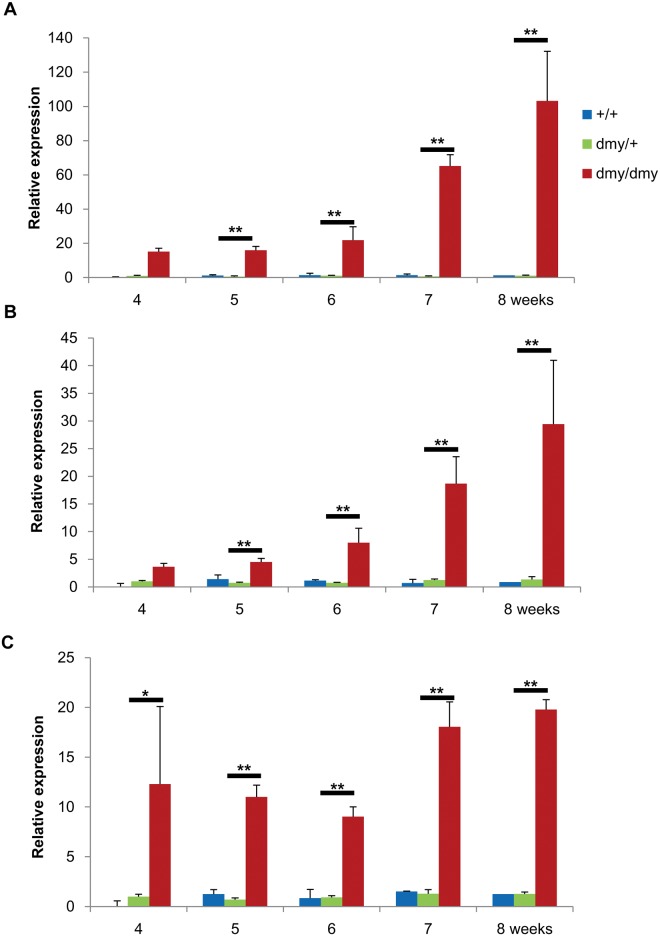
Real-time PCR for *Trib3*. Expression of *Trib3* gene in the ventral funiculus in the *dmy* rats (A), gray matter (B) and dorsal funiculus (C) of the cervical spinal cords from the control (+/+ and *dmy*/+) and the *dmy* (*dmy*/*dmy*) rats. The data are presented as the mean ratio of target to reference gene. β-actin is used as an internal control. In the *dmy* rats, expression levels of *Trib3* mRNA is significantly increased in all areas at 4, 5, 6, 7 and 8 weeks of age. *, *p* <0.05, **, *p* <0.01, Tukey-Kramer test (*n* = 3 in each group).

**Fig 2:**
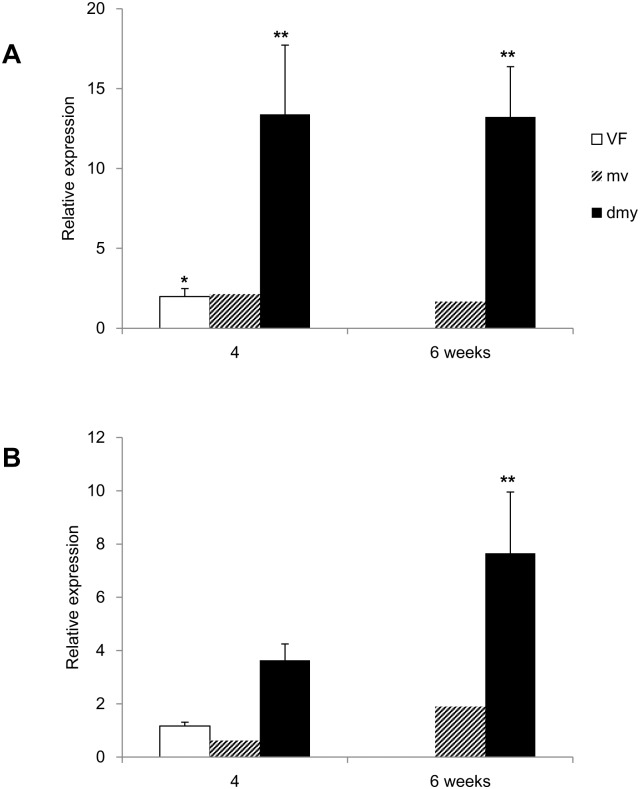
Real-time PCR for *Trib3* (VF, *mv* and *dmy* rats). Relative expression of *Trib3* in the white matter (A) and the gray matter (B) of the cervical spinal cords from the *dmy*, *mv* and VF rats by the real-time PCR. The data are presented as the mean ratio against expression in the control rats. Although expression levels of *Trib3* mRNA is significantly increased in the *dmy* rats, no significant differences are seen in the VF and *mv* rats. *, *p* <0.05, **, *p* <0.01, Tukey-Kramer test (*n* = 3 in VF and *dmy* rats. *n* = 2 in *mv* rats.).

### Distribution and subcellular localization of TRIB3 in the *dmy* rat

To identify the localization of TRIB3 in the spinal cord of the *dmy* rats, we conducted immunohistochemistry for TRIB3 in 7-week-old rats. The cytoplasm of the neurons and glial cells in the white matter were positively stained for TRIB3 in a dot-like pattern (Fig 3). To identify the TRIB3-positive cells in the *dmy* rats, we performed double immunofluorescence using specific markers for neurons, oligodendrocytes, microglial cells and astrocytes. TRIB3 was coexpressed with neurons and some of the oligodendrocytes, but not with microglial cells or astrocytes (Fig 4). We investigated the subcellular localization of TRIB3 by double immunofluorescence. It revealed the co-localization of TRIB3 and Golgi apparatus in neurons and oligodendrocytes (Fig 5). The immunohistochemistry for the Golgi apparatus marker revealed that immunoreactivity was elevated in the ventral funiculus of the *dmy* rats at 6–8 weeks of age (Fig 6).

**Fig 3:**
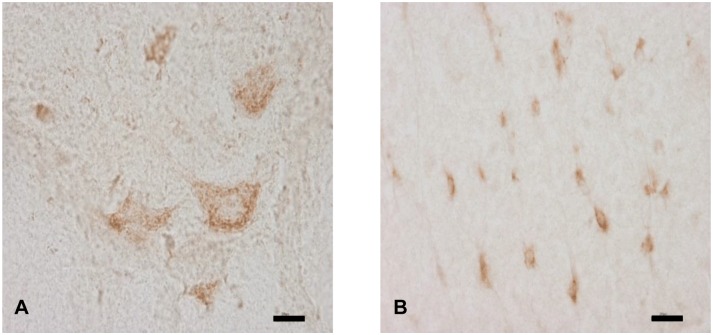
Immunohistochemistry for TRIB3 in the *dmy* rat. The immunohistochemistry for TRIB3 in the lumbar spinal cords from *dmy* rats at 7-week-old. Cytoplasm of neurons and glial cells are stained with TRIB3 in the gray (A) and white matter (B) of the *dmy* rats. Bars: 20 μm.

**Fig 4:**
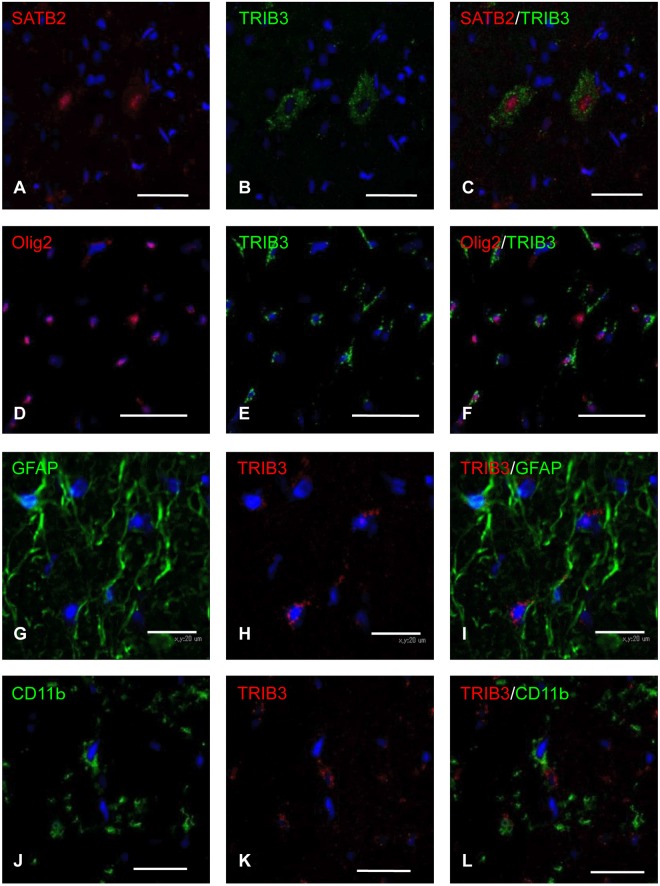
Double immunofluorescence for SATB2, Olig2, GFAP, CD11b and TRIB3. The double immunohistochemistry for SATB2 (A-C), Olig2 (D-F), GFAP (G-I), CD11b (J-L) and TRIB3 in the lumbar spinal cords from the *dmy* rats at 7-week-old. SATB2-positive neurons and Olig2-positive oligodendrocytes are positive for TRIB3, although GFAP-positive astrocytes and CD11b-positive microglial cells are not positive for TRIB3. Bars: A-F, J-L; 20 μm, G-I; 50 μm.

**Fig 5:**
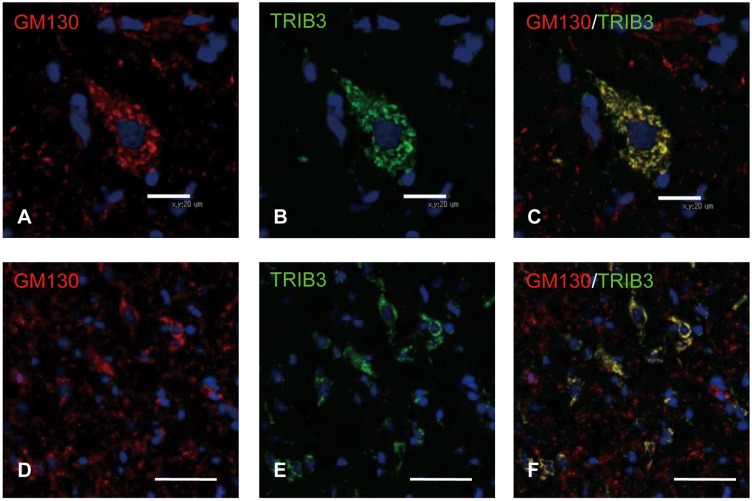
Double immunofluorescence for GM130 and TRIB3. The double immunohistochemistry for GM130 and TRIB3 in the gray matter (A-C) and white matter (D-F) of the lumbar spinal cords from the *dmy* rats at 7-week-old. There are many GM130/TRIB3 double positive cells in the gray matter (A-C) and white matter (D-F) of the *dmy* rats. Bars: 20 μm (A-C), 50 μm (D-F).

**Fig 6:**
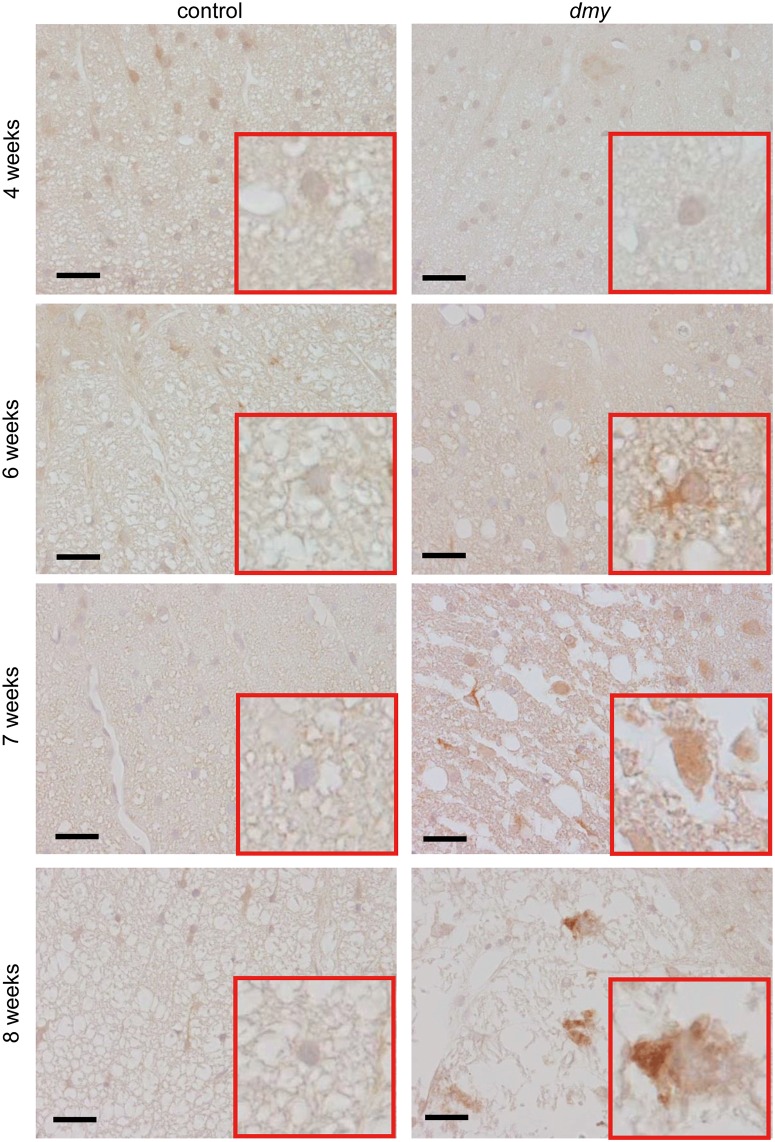
Immunohistochemistry for Golgi 58K. The immunohistochemistry for Golgi 58K in the lumbar spinal cords from the *dmy* rats at 4, 6, 7 and 8 weeks of age. The immunoreactivity for the Golgi apparatus is elevated in the ventral funiculus of the *dmy* rats at 6–8 weeks of age. Bars: 20 μm.

## Discussion

Using a microarray analysis and real-time PCR, we observed the enhanced expression of *Trib3* mRNA in the *dmy* rats but not in the *mv* or VF rats. 

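On the microarray, genes of the integrated stress response that *Trib3* belongs to were higher in the *dmy*/*dmy* sample as a group. Of 38 targets of ATF4 and CHOP with a ratio, 13 were 2-fold or more higher and none was 2-fold or more lower. After the shift of all genes was removed, 6 were 2-fold or more higher. The median log2 ratio of the list, relative to all genes, was 0.53, above that of each of 10000 random lists matched on signal. The transcription factor gene *Atf5* was 4.41-fold higher, *Eif4ebp1*, which encodes a repressor of translation, 4.11-fold, *Nupr1* 2.63-fold and the asparagine synthetase gene *Asns* 2.13-fold. *Atf3* was at least 2.71-fold higher. *Ddit3*, which encodes CHOP, was 1.93-fold higher and *Atf4* 1.72-fold, whereas the amino acid transporter gene *Slc38a2* was 1.63-fold lower. The rise was not shared by all targets, and 28 of the 38 lay above the median of all genes. *Chac1*, 1.15-fold higher, lay below it, and *Psat1* was 1.09-fold lower. Cytosolic aminoacyl-tRNA synthetases, a separate list, had a median of 0.03 relative to all genes over 19 genes. Over all genes, 428 were 2-fold or more higher and 11 were 2-fold or more lower. With the shift of all genes removed these numbers were 171 and 43. Among genes above the floor on both arrays, the largest ratio was that of *Cox6a2*, the muscle and heart form of a subunit of cytochrome c oxidase, with a signal of 46.0 on the control array and 1026 on the *dmy*/*dmy* array, 22.3-fold higher. *Amph*, which encodes amphiphysin, a protein of synaptic vesicle endocytosis, was 9.98-fold higher. The matrix protein genes *Tnc* and *Dcn* were 4.93-fold and 4.21-fold higher, the quinone reductase gene *Nqo2* 4.77-fold, *Mpzl2* 4.60-fold, the galectin-3 gene *Lgals3* 4.38-fold, *Tubb6* 4.23-fold and the muscle myosin gene *Myl1* 4.17-fold. Among genes under the floor on the control array, *Bfsp2* was at least 6.36-fold higher, *Myl11* 5.66-fold, the macrophage gene *Cd68* 4.63-fold, *Cdh1* 4.29-fold and *Casp4* 3.98-fold. These sizes depend on the floor. With it at the 60th percentile *Cox6a2*, *Amph*, *Mpzl2*, *Nqo2*, *Myl1*, *Tubb6* and *Tnc* were at least 10.9-fold, 4.19-fold, 3.76-fold, 3.43-fold, 2.89-fold, 2.72-fold and 2.06-fold higher, and *Bfsp2*, *Myl11*, *Cd68*, *Cdh1* and *Casp4* at least 2.14-fold, 1.90-fold, 1.55-fold, 1.44-fold and 1.34-fold. Among named genes whose probe sets all pointed the same way, the lowest ratios were those of *Slc5a11*, 2.37-fold lower, *Ccdc81*, 2.26-fold, *Slc25a18*, 2.20-fold, *Aacs* and *Smim5*, both 2.15-fold, *Lipt2*, 2.05-fold, *Syt8*, 2.01-fold, *Thrsp*, 1.95-fold, the galanin gene *Gal*, 1.93-fold, and *Slc7a10*, 1.92-fold. Of these only *Thrsp* had more than 1 probe set above the floor, so for the others there was no second probe set to compare. *Msmp*, *Sh3bp1*, *Apoc1*, *Pspn* and *Ptpru* were under the floor on the *dmy*/*dmy* array and at least 3.13-fold, 2.33-fold, 2.21-fold, 1.96-fold and 1.88-fold lower. With the floor at the 60th percentile *Lipt2* was at least 1.23-fold lower and *Syt8*, *Msmp*, *Sh3bp1*, *Apoc1*, *Pspn* and *Ptpru* had no ratio. Genes of meninges and fibroblasts and of skeletal muscle were higher on the same array, with medians relative to all genes of 1.05 (18 genes) and 1.10 (13 genes) on the log2 scale. The muscle median was 0.70 with the floor at the 60th percentile, and 21 further muscle genes had a median of 0.14, or 0.46 over 35 genes with the floor at the 20th percentile.

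**Figure D2:**
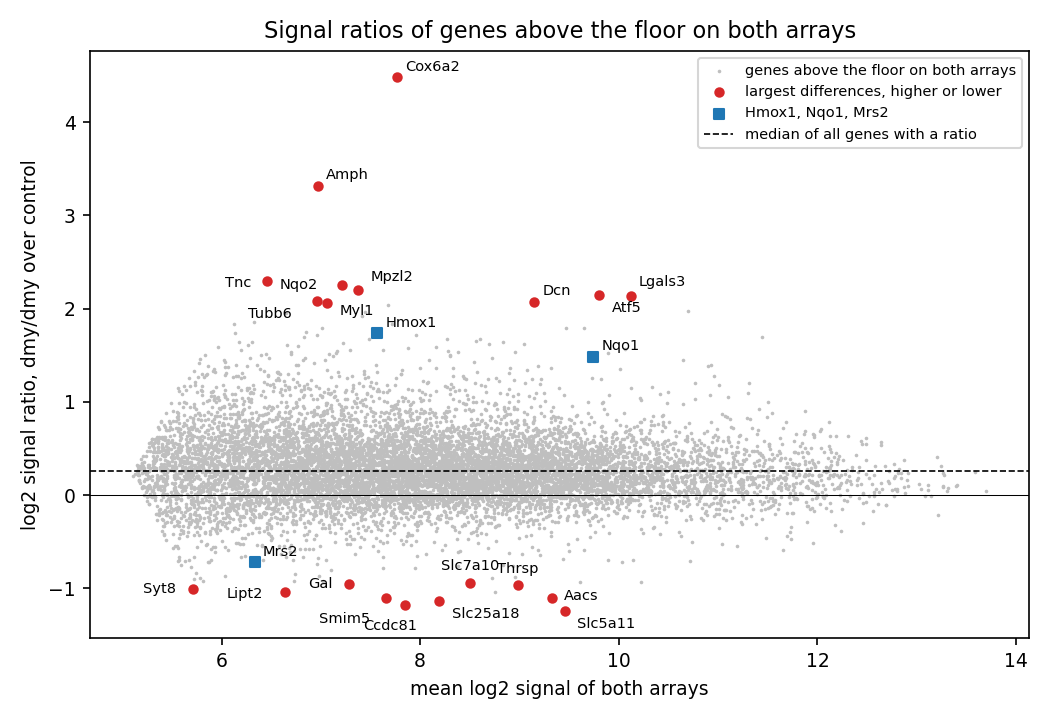
Log2 ratio of the signals, *dmy*/*dmy* over control, against the mean log2 signal of both arrays, for the 10441 genes above the floor on both arrays (1 point per gene, 1 array per condition). Named points are the 10 largest and the 10 lowest ratios among genes whose probe sets all pointed the same way, without genes known only by an identifier or of immunoglobulin and MHC families, and *Hmox1*, *Nqo1* and *Mrs2*. Each named gene except *Thrsp* had only 1 probe set above the floor. *Cox6a2* lies highest at 4.48, and the dashed line marks the median of all genes at 0.26.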

Elevated expression of *Trib3* in the *dmy* rats was observed especially in the ventral funiculus and gray matter. Particularly pronounced myelin lesions are observed in the ventral and lateral parts of the spinal cord in *dmy* rats at 7–10 weeks of age [8]. In agreement with a previous study’s finding that myelin lesions in *dmy* rats deteriorate with advancing age [8], we observed in the present study that the expression level of *Trib3* gradually increased from 4 to 8 weeks of age. Although no remarkable histopathological myelin-related lesions were found in the *dmy* rats up to 6 weeks old [8], in the present study we observed an increased level of *Trib3* expression in the 4–5 week-old rats, suggesting that *Trib3* may play some roles in the mechanism of myelin destruction in *dmy* rats from an early period.

The double immunofluorescence demonstrated that TRIB3 was expressed mainly in neurons and oligodendrocytes in the *dmy* rats. An up-regulated expression of TRIB3 may be related to a potential degeneration of neurons and/or oligodendrocytes in these rats. *Mrs2*, a causative gene for *dmy* rats encodes a component of the Mg^2+^ influx system in mitochondria, and in our analysis this gene was expressed mainly in neurons. No apparent alteration was found in neurons of the *dmy* rats, and the detailed mechanism underlying how dysfunction in mitochondria leads to the destruction of myelin remains unclear. Trib3 is induced in multiple cellular models of Parkinson’s disease (PD) and the dopaminergic neurons of human PD patients, and it is thus considered a potential mediator of neuronal death and degeneration in PD [27]. Oligodendrocytes are known to be a target of the autoimmune attack in demyelinating diseases such as multiple sclerosis (MS) and experimental autoimmune encephalomyelitis, an animal model of MS [28]. Moreover, oligodendrocytes in culture are more sensitive to oxidative stress exerted by H_2_O_2_ compared to astrocytes and microglial cells [29]. In the present study’s microarray analysis, the expression levels of hemeoxygenase-1 (HO-1) and NAD(P)H dehydrogenase, antioxidant enzymes, were increased in the *dmy* rats. This is consistent with previous studies’ findings that HO-1 was predominantly induced in oligodendrocytes during the early stage of demyelination in the *dmy* rat but not in the *mv* rat, and it suggests that oxidative stress is likely involved in the pathogenesis of demyelination in the *dmy* rat [30].

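On the array, *Hmox1*, which encodes HO-1, had a signal of 103.6 in the control and 345 in the *dmy*/*dmy* sample, 3.33-fold higher, or 2.78-fold after the shift of all genes was removed. Its ratio ranked 24 among the 10441 genes above the floor on both arrays, and none of the 500 genes nearest in signal had a higher ratio. The paper gives no symbol for NAD(P)H dehydrogenase. *Nqo1* is taken as its gene here. *Nqo2*, a related gene, was also higher, but it lies 15 measured genes from *Mrs2*. For *Nqo2* a strain variant linked to *Mrs2* and an effect of the mutation cannot be told apart. *Nqo1* had signals of 513 and 1435. It was 2.80-fold higher, or 2.34-fold after the shift was removed, and ranked 64, with 3 of the 500 nearest genes higher. *Nqo1* was read from a single probe set whose name marks it as able to bind several transcripts of the gene. Of 26 genes of antioxidant enzymes and targets of NRF2, the transcription factor that induces HO-1 under oxidative stress, 5 were 2-fold or more higher and none was 2-fold or more lower. After the shift of all genes was removed, 3 were 2-fold or more higher. Besides *Hmox1* and *Nqo1*, these 5 were the glutathione transferase gene *Gsta1*, 2.62-fold higher, the cystine transporter gene *Slc7a11*, 2.39-fold, and the sulfiredoxin gene *Srxn1*, 2.08-fold. *Slc7a11* is also among the ATF4 targets. The superoxide dismutase genes *Sod1* and *Sod2* were 1.16-fold and 1.09-fold higher and the glutathione peroxidase gene *Gpx4* 1.11-fold, all below the median ratio of all genes. The median log2 ratio of the list relative to all genes was 0.39, above that of each of 10000 random lists matched on signal, and 20 of the 26 genes lay above the median of all genes. Genes of microglia and macrophages, cells that also express HO-1, were higher on the same array, with a median of 0.55 relative to all genes over 27 genes. From the higher HO-1 and NAD(P)H dehydrogenase and earlier findings on HO-1 in oligodendrocytes, the paper proposes that oxidative stress is likely involved in the demyelination of the *dmy* rat.

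**Figure D3:**
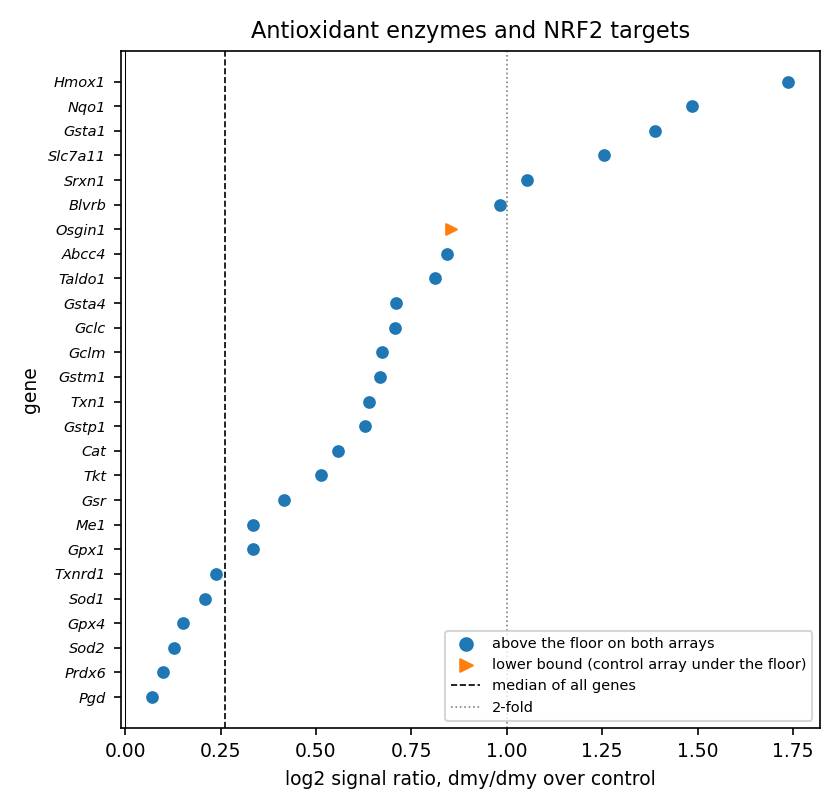
Log2 ratio of the signals, *dmy*/*dmy* over control, of the 26 antioxidant and NRF2 target genes with a ratio (1 array per condition). Circles are genes above the floor on both arrays and the arrowhead is a lower bound (*Osgin1*, at least 1.81-fold higher); the dashed line is the median of all genes at 0.26 and the dotted line marks 2-fold.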

Our immunohistochemistry for Golgi 58K has demonstrated that immunoreactivity for the Golgi apparatus was elevated in the ventral funiculus in the *dmy* rats between 6 and 8 weeks of age. Our double immunofluorescence also demonstrated that TRIB3 is localized in the Golgi apparatus. Oxidative stress enhances C/EBP homologous protein (CHOP), a marker of endoplasmic reticulum (ER) stress, and increases the binding of CHOP to the Trib3 promoter in murine diabetic kidneys [31]. The overexpression of Trib3 is thus likely to be promoted by oxidative stress, and ER stress may be a possible reason for the myelin destruction in the *dmy* rat.

Several studies have shown that oxidative stress and ER stress induce the apoptosis of oligodendrocytes and suppress remyelination in demyelinating lesions in MS [29, 32–34]. Trib3 is considered to be a target of CHOP/ATF4 and works as a sensor for ER stress-induced apoptosis [14]. If the ER stress is transient and mild, the induced Trib3 blocks the CHOP and ATF4 function via a negative feedback mechanism and represses apoptosis. However, when the ER stress is potent and prolonged, excess Trib3 will be produced and lead to apoptosis by dephosphorylating Akt and inducing the translocation of Bax to mitochondria, which accelerates programmed cell death. Trib3 is also involved in apoptosis via Caspase 3 (CASP3) [35]. Caspases play a central role in the execution-phase of apoptosis, and Trib3 prevents the activation of CASP3 by the nuclear translocation of proCASP3. However, in conditions of prolonged stress, Trib3 is cleaved by CASP3 and could be a trigger for the further activation of caspases and induce apoptosis. This indicates that Trib3 functions as a molecular switch between the cell survival and apoptotic pathways under stressful conditions. Aime *et al*. considered that an elevated expression of Trib3 may enhance the proapoptotic activities and be related to the promotion of neuronal death in PD and its models [27]. Using a TUNEL assay and electron microscopy, we did not observe any apparent increased apoptosis in the spinal cord of the *dmy* rats at 7 weeks of age. However, *dmy* rats exhibit severe myelin destruction throughout the white matter of the CNS during the late stage of myelination, and it might thus be difficult to detect apoptotic cells. Further research is needed to understand the precise role of increased *Trib3* expression in the *dmy* rat.

How the deposited data were processed for this re-analysis (not part of the article)

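The deposited data were 2 microarrays (Rat Genome 230 2.0 Array), 1 of a control and 1 of a *dmy*/*dmy* sample of cervical spinal cord at 6 weeks of age. The values deposited by the authors were signal intensities on a linear scale, 1 per probe set and array, and the submitters' processing notes name MAS5, with no version. The paper names Gene-Spring GX for its own analysis, whose settings are not given in the sources used here. MAS5 signals are usually scaled to a common trimmed mean. The design set before the data were examined assumed this, but the means over all probe sets without the outer 2% at each end were 182 on the control and 218 on the *dmy*/*dmy* array. Signals were still used as deposited, as that design states, and ratios after removal of the median log2 ratio of all genes, 0.26, are given beside them. All gene lists are given relative to that median. No columns were left unused.

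The 31099 probe sets comprise 57 controls, which were left out of all genes and floors, and 31042 others. In the annotation table of the array 20826 of these had 1 gene symbol, 436 had several and 9780 had none there and are unnamed here. Gene IDs were matched to RefSeq genes of the rat assembly GRCr8 for current symbols and for the order of neighbouring genes, which gave a match for 20758 probe sets. No coordinates are given, since the array data name no genome build. The named probe sets stand for 14217 genes, of which 10441 were above the floor on both arrays. The floor was the 40th percentile of each array without the controls, applied to signals before log2. Signals under it were set to it, so that a gene under the floor on 1 array has a bound and a gene under it on both has no ratio. A bound that pointed away from the array above the floor was left out, so that of 11058 genes above the floor on 1 array or both 10951 had a ratio. A gene was read from the probe set with the highest mean log2 signal. Of the 2739 genes with 2 or more probe sets above the floor on both arrays, 1.17% had a pair of brightest probe sets that differed by over 2-fold. The SD of the difference between the log2 ratios of such a pair, divided by the square root of 2, was 0.24. It measures the spread between probe sets of the same gene. The log2 ratios of all genes had an SD of 0.35.

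With 1 array per condition no test was made and no p-value is given. Genes were counted at 2-fold or more. The genes named in the text were set by a rule before the data were examined. They are the genes the paper names, the 10 highest and 10 lowest ratios among genes above the floor on both arrays whose probe sets point the same way, without symbols that are only identifiers or of immunoglobulin and MHC families, up to 5 bounds in each direction, and in each gene list described up to 4 members with the largest ratios and the best known member. Other members of a list named as examples were chosen after their values were seen. A further list of 40 skeletal muscle genes was written after the first muscle list was seen to be higher and before the values of its members were looked at. Its test was run in each setting after the value in the first was seen. Some genes the paper names are not reported here. The 34 gene lists were also written before the data were examined, and 610 of their 692 members were on the array. For each list the median log2 ratio relative to all genes was set beside 10000 random lists, in which each member was replaced by 1 of the 200 genes nearest in mean log2 signal. This percentile describes these 2 arrays only. For single genes the 500 genes nearest in signal were used in the same way. Intervals of list medians cover 95% of 10000 resamples of the genes.

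The alternatives tried were median-centring, quantile normalization, loess with a span of 0.4, floors at the 20th and 60th percentiles, an offset in place of a floor, the mean over probe sets, leaving out probe sets that can bind several transcripts, thresholds of 1.5-fold and 3-fold, and random lists not matched on signal. The procedure was tested on simulated data for the comparison of the 2 arrays. Of 10729 simulated genes, 100 were raised and 100 lowered 4-fold with a noise SD of 0.15 on the log2 scale, and 100% of both were counted at 2-fold or more, as were 0% of the unchanged genes. A 4-fold change lies far beyond this noise, which is below the spread between probe sets of a gene and leaves out differences between rats, so the simulation checks the calculation only. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The real-time PCR, the immunostaining and the other mutants were not analysed here.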

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

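The tests on the genes near *Mrs2* and on the further muscle genes were set before the values they measure were seen. The repeat of the muscle test in 9 settings, and the reading of that repeat, were chosen after its first value was seen, as were the other tests. The paper reports no array values for the genes and lists given here. Single genes are given at 8-fold or more, and lists where their median lay above nearly all of 10000 random lists matched on signal. All list medians are log2 ratios relative to all genes.

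*Cox6a2* was 22.3-fold higher on the *dmy*/*dmy* array, the largest ratio of a gene above the floor on both arrays, and with the floor at the 60th percentile, which its control signal is under, at least 10.9-fold, while the muscle genes *Myl1*, *Acta1* and *Ckm* were 4.17-fold, 3.00-fold and 2.63-fold higher and *Myl11*, under the floor on the control array, at least 5.66-fold, or at least 17.9-fold with the floor at the 20th percentile and 1.90-fold at the 60th.

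*Amph* was 9.98-fold higher, or at least 4.19-fold with the floor at the 60th percentile, and *Nqo2* was 4.77-fold higher. Both lie on the chromosome of *Mrs2*, 22 and 15 measured genes away from it among 291. A candidate explanation is a strain variant carried along with the *Mrs2* mutation, since the control genotype at these genes is not known. With *Amph*, *Nqo2* and *Mrs2* left out, 5% of the 100 measured genes nearest to *Mrs2* differed by 2-fold or more after the shift of all genes was removed, against a median of 2% and a 95th percentile of 5% in 8671 windows on other chromosomes and 1.06% of the other 188 genes of that chromosome. These were *Bmp6* and *Rreb1*, which were higher, and *Bphl*, *Gpld1* and *Cul2*, which were lower. The share is above the median and not above the 95th percentile, so a linked variant and an effect of the mutation cannot be told apart for *Amph* and *Nqo2*.

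Genes of meninges and fibroblasts had a median of 1.05 over 18 genes, all above the floor on the control array, genes of skeletal muscle 1.10 over 13 genes, 6 of them under that floor, and genes of Schwann cells 0.62 over 9 genes, 4 of them under it. Among the most abundant, *Ptgds* was at 8171 on the control and 10851 on the *dmy*/*dmy* array, *Igfbp2* at 1721 and 3686, *Myh1* at 2058 and 4113, *Pvalb* at 850 and 925, and *Pmp22* at 2500 and 4313. Astrocyte genes, with a median of -0.16 at a percentile of 8.0, were not in the lowest 2.5% of random lists in any of 9 settings. Genes of neurons and of myelin, both with a median of -0.27, were lower relative to all genes, which goes with a lower share of cord RNA. The medians of meninges and blood differed by 1.23 (95% interval over resampled genes 0.49 to 1.45), so these lists were not raised alike. This rests on 6 blood genes, of which *S100a9* and *S100a8* were 1.82-fold and at least 1.62-fold higher. The difference cannot decide on a lower share of cord RNA, since the rats were exsanguinated and the blood left in each cord is not known. Matrix production by fibroblasts alone is argued against by the genes of the meningeal list that are not matrix genes. These 9 of the same 18 genes had a median of 1.00, above all random lists. For muscle attached to the dissected cord, a test on further muscle genes was set before their values were seen. A median of 40 further muscle genes in the highest 2.5% of random lists was to speak for it, and an interval below 50% of the median of the first list against it. The 21 with a ratio, 11 of them bounds, had a median of 0.14 (95% interval 0.02 to 0.35), below that 50%, 0.55, and at a percentile of 87.3. As deposited, only the condition against attached muscle was thus met. The 10 genes above the floor on both arrays had a median of 0.15 (95% interval 0.002 to 0.50), also below 0.55. The interval lay below 50% of the first list's median in 8 of 9 settings. With the floor at the 20th percentile (median 0.46 over 35 genes) and with the offset (0.30 over 40 genes) the median was also above all random lists. Both conditions were met in these settings. They were run after the first value was seen, so they do not reverse the planned result. Even so the test cannot decide on attached muscle, since 11 of the 21 ratios as deposited were bounds and both conditions were met in these settings. Attached muscle stays open. With the floor at the 60th percentile 3 genes were left. Adjoining meninges and nerve root, a growth of these cells in the *dmy* rat and a difference between single rats were not tested and stay open.

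Targets of ATF4 and CHOP without *Trib3* had a median of 0.52 over 37 genes, with 12 of them 2-fold or more higher, or 5 after the shift of all genes was removed, while ER chaperones and genes of ER-associated degradation had a median of -0.045 over 26 genes, with none 2-fold or more higher or lower. A signal-dependent difference between the arrays is argued against as the whole cause, since the median was 0.55 after loess. ER stress that raises chaperones throughout the cord together with these targets is argued against by the chaperone median of -0.045 (95% interval -0.17 to 0.04), below the 0.27 that the test asked for. A stress response confined to a small number of cells and a difference between single rats stay open, as does an effect of the *Mrs2* mutation on mitochondria, which was not tested.

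Genes of reactive astrocytes had a median of 0.73 over 17 genes, with *Lcn2* 3.58-fold, *Timp1* 3.56-fold, *Cp* 2.77-fold and *Hspb1* 2.64-fold higher. *Gfap* was 1.07-fold higher as deposited and 1.12-fold lower after the shift of all genes was removed. Genes of astrocytes had a median of -0.16, whereas those of meninges and fibroblasts had one of 1.05. Which cells the genes of the reactive list rose in was not tested. Genes of microglia and macrophages had a median of 0.55 over 27 genes, with *Lgals3* 4.38-fold, *Gpnmb* 2.89-fold and *C1qc* 2.57-fold higher and *Cd68* at least 4.63-fold, or at least 1.55-fold with the floor at the 60th percentile. Glucocorticoid-responsive genes had a median of 0.41 over 13 genes, or 0.25 with the floor at the 60th percentile. Among them *Mt2A* was 3.92-fold, *Lcn2* 3.58-fold, *Cdkn1a* 3.20-fold and *Sult1a1* 2.29-fold higher. By contrast *Fkbp5* was 1.39-fold and *Sgk1* 1.12-fold higher and *Tsc22d3* 1.06-fold lower, the last pair below the median of all genes. Commonly used reference genes had a median of 0.29 over 11 genes, 7 of them above the median of all genes, with *Rplp0* 1.55-fold, *Rpl13a* 1.54-fold, *B2m* 1.53-fold and *Sdha* 1.51-fold higher, while *Pgk1*, *Ywhaz*, *Gusb* and *Tubb5*, 1.14-fold, 1.10-fold, 1.10-fold and 1.08-fold higher as deposited, lay below it.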

How the results depend on the processing

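No paired analysis was possible because there was 1 array per condition. Single genes were run under the alternatives where they were named for the size of their ratio over all genes or by the paper, and other members of gene lists were run as part of the median of their list. Of these, no gene with a ratio of 2-fold or more and no list in the outer 2.5% of random lists turned its direction. The ratios of *Akt1*, *Dop1a*, *Gfap* and *Golga2* turned lower under the 3 scalings and that of *Mbp* under median-centring and loess, and the medians of ER chaperones, Golgi genes, endothelium and immediate early genes changed sign in at least 1 setting. The ratio of *Trib3*, at least 2.92-fold higher, was at least 2.41-fold after median-centring, 2.44-fold after quantile normalization, 9.26-fold with the floor at the 20th percentile, 1.95-fold as the mean over probe sets and 1.86-fold without probe sets that can bind several transcripts, and 6.01-fold with the offset. With the floor at the 60th percentile it was under the floor on both arrays and had no value, and it had no rank among genes above the floor on both arrays as its control signal was under the floor. Its separate probe sets with no floor gave 7.67-fold, 41.8-fold and 13.6-fold, and the first of them 6.25-fold after division by the ratio of the array medians; these were chosen after seeing the data. *Hmox1*, 3.33-fold as deposited, was 2.75-fold, 2.74-fold and 2.75-fold higher after median-centring, quantile normalization and loess, and *Nqo1*, 2.80-fold as deposited, was 2.31-fold, 2.32-fold and 2.37-fold. *Nqo1* had no value without probe sets that can bind several transcripts. *Mrs2* had a ratio of 0.608 as deposited and of 0.501, 0.495 and 0.502 under the same 3 scalings. With the floor at the 60th percentile *Mrs2* had no value. In the order higher and lower, 158 and 43 genes passed 2-fold after median-centring, 158 and 44 after quantile normalization, 172 and 41 after loess, 719 and 134 with the floor at the 20th percentile, 213 and 6 at the 60th percentile, and 525 and 131 with the offset. At 1.5-fold 1810 and 91 genes passed, and at 3-fold 51 and 1. Of 25 genes named for the size of their ratio and 2-fold or more higher or lower, 5 were under 2-fold with the floor at the 60th percentile, all of them bounds (*Myl11* at least 1.90-fold, *Cd68* 1.55-fold, *Cdh1* 1.44-fold and *Casp4* 1.34-fold higher and *Lipt2* 1.23-fold lower), and *Syt8*, *Msmp*, *Sh3bp1* and *Apoc1* had no value. *Lipt2* and *Syt8* were 1.91-fold and 1.79-fold lower with the offset. At the 60th percentile *Cox6a2*, *Amph*, *Mpzl2*, *Nqo2*, *Myl1*, *Tubb6* and *Tnc* became bounds of at least 10.9-fold, 4.19-fold, 3.76-fold, 3.43-fold, 2.89-fold, 2.72-fold and 2.06-fold. The genes run singly other than *Trib3*, *Hmox1*, *Nqo1* and *Mrs2* were 40, those named for the size of their ratio included. Of their 311 values, 186 moved by less than the technical spread and 125 by more. For the gene lists 238 of 270 moved by less than the spread of random lists and 32 by more. The floor limits genes near background, *Trib3* among them, for which the size of the ratio depends on the floor chosen. For the other changes the cause was not tested.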

Differences from the paper's values

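The paper's fold change of *Trib3* on the array is 6.2. The value here is a bound, at least 2.92-fold higher, which does not exclude the paper's value. Among the settings fixed before the data were examined, the floor at the 20th percentile gave a bound of at least 9.26-fold, above the paper's value, and the offset in place of a floor gave 6.01-fold. Since the control signals of *Trib3* were under the floor, the size of each of these values depends on the floor or offset chosen, and none of them measures how close the arrays come to the paper's value. One *Trib3* probe set with no floor gave 7.67-fold and, after division by the ratio of the array medians, 6.25-fold; this setting was chosen after seeing the values. It gave 2.72-fold for *Hmox1* and 2.28-fold for *Nqo1*, so that it drops neither of the other genes the paper calls higher. The remaining probe sets with no floor gave 13.6-fold and 41.8-fold, also chosen after seeing the values, and rest on the same control signals. *Hmox1* and *Nqo1* were higher on the *dmy*/*dmy* array, as the paper states.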

Other observations

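Genes of cholesterol synthesis and of myelin were lower on the *dmy*/*dmy* array relative to all genes. Of 20 genes of cholesterol synthesis none lay above the median of all genes, and their median log2 ratio relative to it was -0.46, below each of 10000 random lists matched on signal. *Lss*, the lanosterol synthase gene, was 1.90-fold lower as deposited, *Tm7sf2* 1.65-fold, *Mvd* 1.47-fold and *Fdps* 1.37-fold. The 31 genes of myelin and mature oligodendrocytes had a median of -0.27, also below all random lists, with 3 of them above the median of all genes. *Aspa* was 1.70-fold lower, *Nkx6-2* 1.61-fold and *Qdpr* 1.42-fold, whereas *Tspan2* was 1.49-fold higher. *Mbp* was 1.07-fold higher as deposited and 1.12-fold lower after the shift of all genes was removed. The median of the list was -0.01 before the shift of all genes was removed, so the direction of this list rests on that shift. The 22 genes of neurons had a median of -0.27 as well, with none 2-fold or more higher or lower and a median of -0.01 as deposited, and with *Stmn2* 1.30-fold, *Scn2a* 1.18-fold and *Map2* 1.16-fold higher and *Nefm* 1.16-fold lower. Over oligodendrocyte precursor genes the median was -0.06 (15 genes, with *Tcf7l2* 1.61-fold and *Ptprz1* 1.34-fold higher and *Olig2* and *Olig1* both 1.32-fold lower), over astrocytes -0.16 (15 genes) and over motor neurons -0.16 (7 genes).

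The interferon and antigen presentation list had a median of 0.31 over 18 genes, 5 of them 2-fold or more higher, with *Psmb8* 2.86-fold, *Gbp2* 2.59-fold and *Ifit2* 2.48-fold higher and *Tap1* at least 3.18-fold. For cytokines and inflammation it was 0.34 over 11 genes, with *Icam1* 2.23-fold, *Vcam1* 2.01-fold and *Tgfb1* 2.00-fold higher as deposited, none of which passed 2-fold after the shift of all genes was removed. The median of this list was 0.17 with the offset, where it was not in the highest 2.5% of random lists. In the list of axonal injury, with a median of 0.24 over 12 genes, *Hspb1* was 2.64-fold and *Gadd45a* 2.43-fold higher and *Atf3* at least 2.71-fold, while *Gal* was 1.93-fold lower. Its median was 0.08 with the floor at the 60th percentile and 0.09 with the offset, and it was in the highest 2.5% of random lists in 7 of 9 settings. Among targets of p53 and genes of apoptosis the median was 0.03 over 14 genes, with *Cdkn1a* 3.20-fold higher, *Fas* at least 2.29-fold and *Ccng1* 2.00-fold. In mitochondria, chaperones and proteases had a median of 0.20 over 12 genes, with *Lonp1* 2.23-fold and *Hspa9* 1.92-fold higher, and the 37 genes of the respiratory chain one of 0.05, with none 2-fold or more higher. Magnesium transporters had a median of 0.04 over 12 genes. Among them *Slc41a3*, a Mg2+ transporter of mitochondria, was 2.18-fold, *Nipa2* 1.51-fold and *Trpm7* 1.39-fold higher and *Mrs2* 1.65-fold and *Cnnm2* 1.39-fold lower. *Lonp1* and *Slc41a3* did not pass 2-fold after the shift of all genes was removed.

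For genes the paper stains or discusses, *Itgam* was 1.45-fold higher, *Atrn* 1.22-fold, *Dop1a* 1.13-fold, *Golga2* 1.08-fold, *Gfap* 1.07-fold and *Akt1* 1.03-fold as deposited. After the shift of all genes was removed *Dop1a*, *Golga2*, *Gfap* and *Akt1* were lower, by 1.06-fold, 1.11-fold, 1.12-fold and 1.16-fold. *Ftcd*, which encodes Golgi 58K, was under the floor on both arrays. The 25 genes of Golgi structure and trafficking had a median of -0.0007, with none 2-fold or more higher or lower. In the ER chaperone list *Hspa5* was 1.06-fold higher as deposited, below the median of all genes. *Dnajc3* was 1.78-fold, *Edem1* 1.63-fold and *Derl2* 1.62-fold higher and *Sdf2l1* 1.63-fold lower. Cytosolic aminoacyl-tRNA synthetases had a median of 0.03 over 19 genes, with *Eprs1* 2.23-fold higher. *Eprs1* did not pass 2-fold after the shift of all genes was removed.

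The remaining lists had medians of 0.19 for endothelium and mural cells (14 genes), 0.12 for ependyma (8 genes), -0.18 for blood (6 genes), -0.06 for dorsal root ganglion (3 genes), -0.14 for cell division (13 genes), 0.22 for immediate early genes (13 genes), 0.28 for the circadian clock (14 genes, with *Per1* at least 2.21-fold, *Nr1d1* 2.12-fold and *Dbp* 2.05-fold higher) and 0.37 for sex-linked genes (3 genes). None of the circadian clock genes passed 2-fold after the shift of all genes was removed. Some of these medians moved with the processing. That of ependyma was 0.50 with the floor at the 60th percentile, and was in the highest 2.5% of random lists in 1 of 9 settings. The median of dorsal root ganglion was -0.38 with the floor at the 20th percentile, and that of blood -0.04 as the mean over probe sets. The genes named in the paper had a median of -0.03 over 14 genes. *Eif2s3y* and *Uty*, on the Y chromosome, were above the floor on both arrays, and *Xist* was under it on both. Of all the lists in these paragraphs, those of cholesterol synthesis, myelin and neurons lay in the lowest 2.5% of random lists matched on signal in each of 9 settings, and those of the interferon response, mitochondrial chaperones, the respiratory chain and the circadian clock in the highest 2.5% in each of them. Among random lists not matched on signal, mitochondrial chaperones and the respiratory chain were not in the highest 2.5%, at percentiles of 96.9 and 81.5.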
